A study of Homo sapiens with 49 samples. Its data were reported in "Cis-regulatory control of transcriptional timing and noise in response to estrogen" (2024).

How the data were processed

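Chromatin immunoprecipitation followed by sequencing (ChIP-seq) was used to locate proteins and histone marks on the genome of Ishikawa cells, an endometrial adenocarcinoma line, and T-47D cells, a breast ductal carcinoma line. Cells were treated with 17β-estradiol (E2) at 10 nM or with the vehicle DMSO, for 1 h before ChIP of proteins and for 8 h before ChIP of histone marks. SIN3A was compared between hormone-stripped and full media. Of 49 samples, 45 had a peak list, 21 from Ishikawa and 24 from T-47D. The other 4 were input libraries and were not analysed here. Groups were taken from the sample labels and gave 43 groups with a list. Only T-47D RNA polymerase II (RNAPII) had replicates, 2 per treatment. Every other group was a single library, so no test was made on those groups.

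Per the methods of the study, the authors aligned reads to hg19 (GRCh37) with bowtie, keeping reads with a single best placement, and called peaks with Macs2. Peaks were called in each library, not on pooled libraries. For each peak the authors deposited the fold enrichment at the summit, which is a ratio of ChIP pileup to background, the −log10 p-value and −log10 q-value, and a score that was 10 times the −log10 p-value. These values are the authors' own, and were used here only to rank, filter or describe peaks within a list. The smallest deposited −log10 p-value was 10.0 and the smallest −log10 q-value 4.66, so the lists were limited by the p-value more strictly than by the q-value cutoff quoted from the study. Because each list passed the same threshold at a different depth, region numbers depend on depth and on ChIP enrichment as well as on occupancy.

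Peaks of a list that overlapped were merged into regions, which changed no list, since 0 lists held overlapping peaks. Region numbers were divided between treatments, and covered length and mean fold enrichment are given beside the ratios. As the only measure of replicate spread, ratios were set beside the ratio between RNAPII replicates of the same treatment, which belongs to another antibody. Lists were compared by overlap of at least 1 bp. Shares used the shorter list as denominator, with exact (Clopper-Pearson) 95% binomial intervals, which cover counting error only. The share under random placement was the mean of 100 circular shifts of the shorter list within each chromosome. The RNAPII region numbers were compared by an exact two-sided permutation test of log2 numbers over 6 assignments, and Jaccard indices (shared over combined base pairs) by an exact one-sided permutation over the 3 splits of 4 libraries into pairs. Neither can give a p below 0.333. A gained RNAPII region was one in both E2 lists that overlapped neither DMSO list, and a lost region the reverse.

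H3K4me3 and H3K4me1 regions of DMSO-treated cells of the same line stood in for promoters and enhancers. Gene places came from GENCODE release 44 on GRCh37, with 250 bp either side of a transcription start site counted as promoter. Coordinates are 1-based. Named regions were the 5 gained and 5 lost RNAPII regions with the highest fold enrichment, taken as the lower of the replicate values on chromosomes 1 to 22 and X, the strongest peak of a target where its identity was needed, up to 3 regions per line that gained a peak with E2 in the most targets (ties by summed −log10 q-value), and the loci of TGFA, PEG10, GREB1 and TFF1 with 100 kb on each side. Some regions and loci that this rule names are not reported here. The groups, the named regions, the tests of the main results and all but 1 of the alternatives were fixed before the data were examined. Several tests of the closing sections were chosen only after the results were seen, as stated there.

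The lists state no depth, so tag numbers were estimated from them. Macs2 takes the p-value from the whole part of the pileup and the fold enrichment from the pileup itself, so both together give the pileup and the local background of a peak. In 39 lists the pileups were whole multiples of a step within a tolerance of 0.03, the lowest share of whole values being 99.99% of the peaks solved. The lowest background shared by at least 10 peaks within 0.2% was taken as the genome background, with at most 0.1% of peaks passed over. With an assumed mappable genome of 2700 Mb and the narrowest peak as fragment length, this gave a tag number for 29 lists, from 2.73 to 49.9 Mtags (the mega prefix as in Mb), and none for 16. In 5 lists the ChIP had been scaled down to its input. The minimum of 10 peaks was raised after the backgrounds had been seen, which removed weakly supported estimates, and the allowance for passed-over peaks was added after the test on simulated data and changed no estimate. All tag numbers are estimates that rest on these assumptions.

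On simulated data with known answers, the share between lists of 5000 regions was recovered with an error of at most 0.407 points, random placement included. The simulated numbers of gained and lost RNAPII regions among 20000 positions were recovered with an error of 0%. Tag numbers were recovered in 4 of 4 simulated lists of up to 2998 peaks, with an error of at most 0.00446%. No simulated list had as small a share of peaks at the genome background as T-47D H3K4me1 under E2 (10 of 1960 peaks). Motifs were searched on both strands of GRCh37, the estrogen response element as GGTCANNNTGACC within 100 bp of summits and the AP-1 motif as TGASTCA within 50 bp, with flanking windows 1 kb away as background. In the RNAPII regions that were gained, lost or shared by replicate number, the element was searched over the whole region. Their flanking windows had the width of the region and lay 1 kb from its edges. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.

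Alternatives were a −log10 q of at least 10, a fold enrichment of at least 10, covered length in place of region number, unmerged peaks, chromosomes 1 to 22 and X alone, reciprocal overlap of at least 50%, lists shortened to equal length by p-value, summits in place of regions, E2 reference lists, at most the 1000 strongest peaks, transcription start sites in place of H3K4me3, RNAPII replicates taken as pairs, and each RNAPII library left out in turn. A comparison of RNAPII libraries of different replicate numbers alone was added after the data were examined. In some comparisons of the closing section the criterion that decides an explanation was changed after its values were seen, and these are named there.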

Results

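The occupancy of 3 histone marks and of 8 chromatin-bound proteins was mapped by ChIP-seq in Ishikawa and T-47D cells after E2 or vehicle, as part of a study of how regulatory regions shape the estrogen response of each line. The marks were H3K4me3, found at active promoters, H3K4me1, found at enhancers, and H3K27me3, found at Polycomb-silenced genes. The proteins were the general transcription factor TAF1, the AP-1 subunit JUN, the histone demethylase LSD1, the E-box factors MAX and MYC, the retinoic acid receptor RARA, the corepressor SIN3A and, in T-47D alone, RNAPII. A single Ishikawa list of H3K36me3, a mark of transcribed gene bodies, entered no comparison of treatments or cell lines. It does count in the median shares at H3K4me3 and H3K4me1. Peak lists held from 2 to 46282 regions. The estimated sequencing depth behind them ran from 2.73 to 49.9 Mtags (sequenced tags, counted with the mega prefix as in Mb) in the 29 lists that allowed an estimate. Fold enrichment at summits ran from 1.57 to 140. Except for RNAPII there was 1 library per group, so the differences below have no replicate check.

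The first comparison asked whether E2 changed the number of regions bound. Regions were more numerous after E2 in 9 of 18 comparisons and less numerous in 9. The RNAPII replicates differed by a ratio of 1.85 under DMSO and 1.98 under E2. In 10 of the 18 comparisons the change was larger than this replicate ratio, upward in 7 and downward in 3. The other 8 stayed within it, at 1.68-fold at most. The alternative that moved a ratio most was the restriction to peaks with a fold enrichment of at least 10, under which the T-47D H3K4me1 ratio went from 0.306 to 0.0351.

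**Figure D1:**
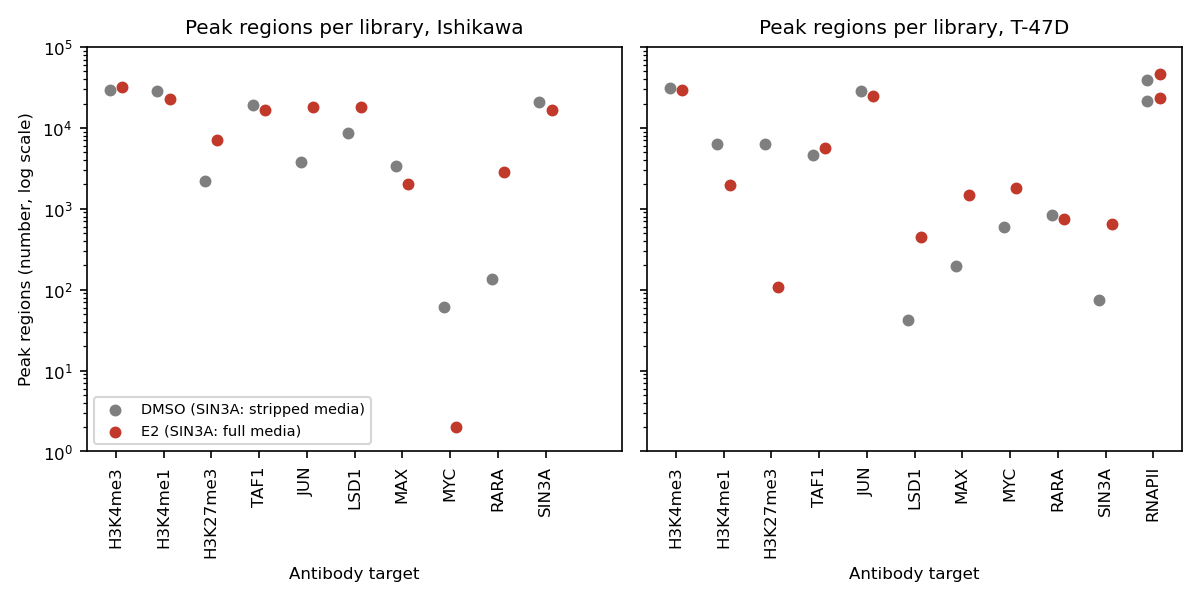
Number of peak regions in each library (log axis) by antibody target in Ishikawa (left) and T-47D (right), with grey points for DMSO or stripped media and red points for E2 or full media. Each point is 1 library, and the RNAPII replicates of one treatment differ by 1.85-fold (DMSO) and 1.98-fold (E2).

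In Ishikawa, RARA had 137 regions under DMSO and 2883 under E2, a ratio of 21.0, with covered lengths of 45.0 kb and 923 kb and mean fold enrichments of 11.7 and 10.2. JUN rose from 3768 to 18311 regions, a ratio of 4.86, while the estimated tags rose from 6.94 to 14.4 Mtags. The JUN lists covered 1.48 Mb and 8.56 Mb at mean fold enrichments of 12.8 and 12.5. H3K27me3 rose from 2199 to 6992 regions, a ratio of 3.18, although the tag estimate was lower under E2, 2.73 Mtags against 13.2 Mtags. These lists covered 0.601 Mb and 2.61 Mb at mean fold enrichments of 9.62 and 11.7. LSD1 rose from 8618 to 18384 regions, a ratio of 2.13, with 8.54 and 9.58 Mtags estimated, over 3.66 Mb and 8.41 Mb at mean fold enrichments of 11.4 and 11.8. MYC had 61 regions under DMSO and 2 under E2, a ratio of 0.0328, covering 7.83 kb and 0.598 kb at mean fold enrichments of 7.24 and 7.29. Of the DMSO peaks, 31 were at most 100 bp wide. The Ishikawa ratios of H3K4me3 (1.08), H3K4me1 (0.794), TAF1 (0.856) and MAX (0.594) did not exceed the replicate ratio.

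In T-47D, H3K27me3 fell from 6305 to 107 regions, a ratio of 0.0170, with covered lengths of 2.29 Mb and 9.37 kb and mean fold enrichments of 8.07 and 14.8. In the E2 list 91 of the 107 peaks were at most 100 bp wide. H3K4me1 fell from 6408 to 1960 regions, a ratio of 0.306, over 1.75 Mb and 0.577 Mb at mean fold enrichments of 7.14 and 6.06. The estimated tags were 15.1 and 17.2 Mtags. These estimates rest on 29 and 10 peaks at the genome background, the latter the minimum allowed, so they say little about depth here. LSD1 rose from 42 to 442 regions, a ratio of 10.5, over 5.42 kb and 112 kb at mean fold enrichments of 9.60 and 7.63. In the DMSO list 28 of the 42 peaks were at most 100 bp wide. MAX rose from 199 to 1492 regions, a ratio of 7.50, over 33.7 kb and 542 kb at mean fold enrichments of 7.70 and 11.3. MYC rose from 601 to 1822 regions, a ratio of 3.03, over 222 kb and 678 kb at mean fold enrichments of 9.12 and 8.89. The ratios of H3K4me3 (0.945), TAF1 (1.23), JUN (0.867) and RARA (0.895) did not exceed the replicate ratio. The JUN ratio changed direction, to 1.05 by covered length and to 1.08 among peaks with a fold enrichment of at least 10.

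SIN3A was compared between stripped and full media. In Ishikawa it had 20625 and 16458 regions, a ratio of 0.798 that did not exceed the replicate ratio, with 13.7 Mb and 7.25 Mb covered at mean fold enrichments of 20.7 and 13.1. In T-47D it had 75 and 649 regions, a ratio of 8.65, with 7.47 kb and 133 kb covered at mean fold enrichments of 9.42 and 11.1. In the stripped media list 45 of the 75 peaks were at most 100 bp wide. By covered length this T-47D ratio was 17.7.

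RNAPII was the only replicated target. T-47D cells had 30331 ± 12784 RNAPII regions under DMSO and 34858 ± 16157 under E2 (mean ± SD, n = 2 libraries each), a ratio of 1.15 (exact permutation test, two-sided, p = 0.667, with 0.333 the smallest p the design allows). The difference was smaller than the spread between replicates. By covered length the ratio was 0.894. It was 0.885 without DMSO replicate 2 and 0.773 without E2 replicate 1.

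Of 54596 regions in the union of the RNAPII lists, 12295 (22.5%) were in all 4 lists and 23884 (43.7%) in 1 list alone. The mean Jaccard index was 0.339 within treatments and 0.437 between treatments, a difference of −0.0978 (exact permutation over the 3 splits, one-sided, p = 0.667). The index was 0.272 for the DMSO libraries and 0.406 for the E2 libraries. The highest values were 0.544 between DMSO replicate 1 and E2 replicate 1, and 0.563 between DMSO replicate 2 and E2 replicate 2. Both of these pairs enter the mean between treatments alone. Among pairs of different replicate numbers the mean was 0.339 within treatments and 0.320 between treatments, a difference of 0.0191, so that the sign depended on the replicate numbers. Shortening all 4 lists to equal length gave −0.0557.

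**Figure D2:**
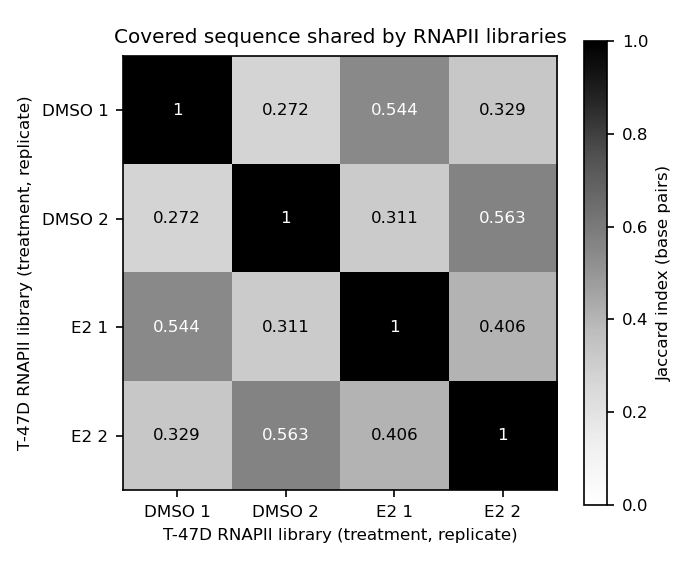
Jaccard index in base pairs between each pair of T-47D RNAPII libraries, from 0 (white) to 1 (black), with treatment and replicate on both axes. Pairs across treatments that carry the same replicate number reach 0.544 and 0.563, above the pairs within a treatment at 0.272 and 0.406.

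E2 gave 934 gained and 115 lost RNAPII regions. Splitting the same libraries by replicate number gave 10645 regions in both libraries of replicate 1 alone and 1286 in both of replicate 2 alone, and the remaining split gave 425 and 29. The number gained with E2 lay between those of the other splits. Requiring a reciprocal overlap of 50% gave 2028 gained and 307 lost regions. Without E2 replicate 2 there were 11537 gained and 598 lost regions, without E2 replicate 1 2055 and 1190, without DMSO replicate 1 4276 and 2292, and without DMSO replicate 2 1562 and 10634, so that the last reversed which kind was more numerous. Gained regions had a median lower fold enrichment of 8.48 and a median width of 436 bp, and 6.75% overlapped H3K4me3 regions. Lost regions had a median lower fold enrichment of 7.29, and 16.5% overlapped H3K4me3.

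The strongest gained region lay on GRCh37 chromosome 8 from 8146608 to 8147015, in intergenic sequence 28427 bp from PRAG1, with fold enrichments of 43.8 and 29.3 in the E2 replicates. The next lay in an intron of LINC00160 on chromosome 21 from 36100538 to 36101376, at 32.3 and 28.2. A pair of neighbouring regions lay in introns of IFITM10 on chromosome 11, from 1757046 to 1760073 at 26.0 and 33.2 and from 1760302 to 1761349 at 32.8 and 23.6. The remaining gained region lay on chromosome 17 from 38620014 to 38621601, 6221 bp from IGFBP4, at 29.6 and 22.8. The strongest lost region lay in a coding exon of H2AC14 on chromosome 6 from 27781712 to 27782292, with fold enrichments of 11.7 and 13.1 in the DMSO replicates. Further lost regions lay 552158 bp from NDST4 (chromosome 4 from 116586803 to 116587830, 15.3 and 11.4), 26351 bp from PTCHD3 (chromosome 10 from 27729455 to 27729746, 11.2 and 14.5) and in an intron of RPL31 (chromosome 2 from 101629242 to 101629527, 10.5 and 10.4).

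Loci that the study followed were examined with 100 kb on each side. Across GREB1 (GRCh37 chromosome 2, gene from 11622467 to 11782914), RNAPII had 14 and 2 regions in the DMSO replicates and 117 and 109 in the E2 replicates. The JUN lists of T-47D had 75 regions there under DMSO and 39 under E2. In Ishikawa, the 9 DMSO lists held 17 regions at this locus and the 9 E2 lists 32. At the start site of TGFA (chromosome 2 from 70674416 to 70781325), Ishikawa had regions in 2 of 9 DMSO lists (H3K4me3 and TAF1) and 5 of 9 E2 lists (also H3K27me3, JUN and LSD1). At PEG10 (chromosome 7 from 94285637 to 94299007) the Ishikawa numbers were 2 of 9 and 3 of 9. TFF1 (chromosome 21 from 43782391 to 43786644) had no start-site region in Ishikawa, and in T-47D a JUN region under both treatments.

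The region that gained peaks with E2 in the most Ishikawa targets, 8 of them, lay in an intron of CARS1 (chromosome 11 from 3030938 to 3032578). Of 4 Ishikawa regions with 7 targets, those with the highest summed −log10 q-values lay in an exon of SWINGN (chromosome 13 from 114630209 to 114633065) and in an intron of GSE1 (chromosome 16 from 85499395 to 85500233). In T-47D the highest number was 3 targets, in 65 regions. Those of the 65 with the highest summed −log10 q-values lay 629273 bp from FAM72B (chromosome 1 from 121484433 to 121485474), 1080460 bp from TPTE (chromosome 21 from 9825348 to 9826365) and at the ANGEL1 promoter (chromosome 14 from 77278905 to 77279414). The region near FAM72B overlapped one that 4 short lists of different antibodies shared (chromosome 1 from 121484429 to 121485082).

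Overlap between treatments measured how far the shorter list was contained in the longer. Over the 18 comparisons of E2 with DMSO the median share was 77.7%, from 4.67% (T-47D H3K27me3, 95% CI 1.53 to 10.6) to 100% (Ishikawa MYC, 2 of 2 regions, 95% CI 15.8 to 100). Random placement gave at most 4.76% in any shift. Requiring a reciprocal overlap of 50% lowered the median to 55.2%. Ishikawa TAF1 shared 97.2% (95% CI 96.9 to 97.4), Ishikawa JUN 95% (94.2 to 95.6) and Ishikawa H3K4me3 93.3% (93.0 to 93.6). Ishikawa H3K27me3 shared 43.8% (41.7 to 45.9). SIN3A shared 92.2% (91.8 to 92.6) between media in Ishikawa and 74.7% (63.3 to 84.0) in T-47D.

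Comparing the cell lines addressed whether promoters and enhancers were occupied alike in both. Under DMSO, 62.0% of the shorter H3K4me3 list was overlapped by the other line's list (95% CI 61.4 to 62.5, random placement 1.40%), against 27.3% for H3K4me1 (26.2 to 28.4, random placement 0.789%). Under E2 the shares were 80.5% (80.02 to 80.9) and 29.4% (27.4 to 31.5). The shorter H3K4me3 list was that of Ishikawa under DMSO and that of T-47D under E2. The share of H3K4me3 exceeded that of H3K4me1 by 34.7 points under DMSO, and by 47.9 points when the longer lists were shortened to equal length. TAF1 shared 95.6% (94.97 to 96.2) under DMSO and 94.4% (93.7 to 94.95) under E2. With a reciprocal overlap of 50%, H3K4me3 shared 42.6% under DMSO and 36.3% under E2, which reversed their order, and TAF1 15.5% and 47.2%. Over all 20 comparisons the median was 48.5%, which fell to 13.7% with a reciprocal overlap of 50%. RARA shared 86.9% and 84.0%, MAX 79.9% and 21.8%, JUN 39.7% and 46.2%, and H3K27me3 21.9% and 6.54%.

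**Figure D3:**
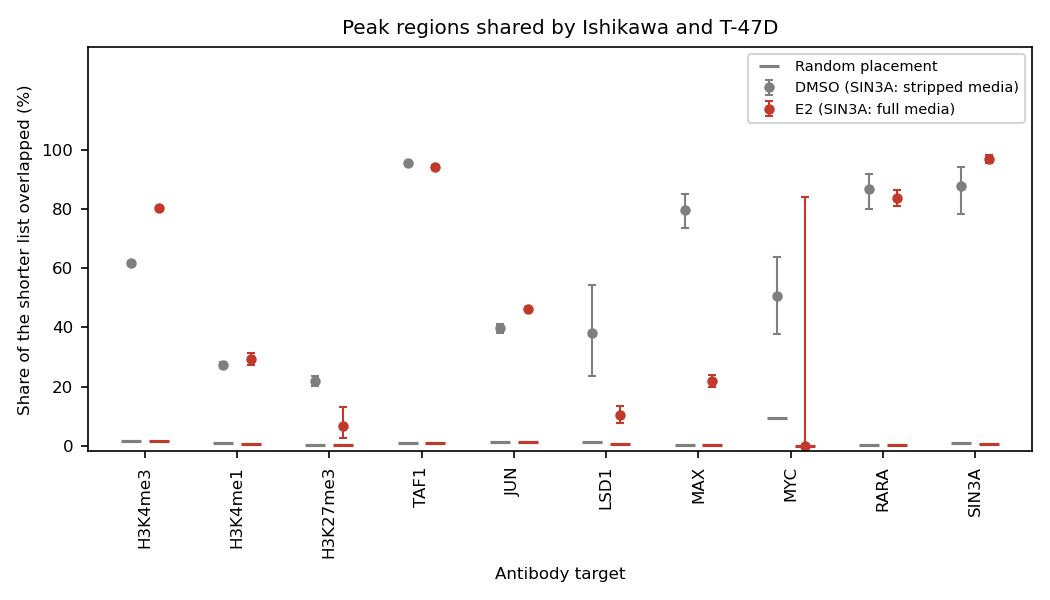
Share of the shorter list (percent of regions) overlapped by the other cell line's list, by antibody target, with exact 95% binomial intervals (grey, DMSO or stripped media, and red, E2 or full media) and random placement as dashes. H3K4me3 lies at 62.0% and 80.5% and H3K4me1 at 27.3% and 29.4%, and TAF1 above 94%.

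Each list was then set against the H3K4me3 and H3K4me1 lists of its line. Of the H3K4me3 regions themselves, 58.8% in Ishikawa (95% CI 58.2 to 59.3) and 59.7% in T-47D (59.2 to 60.3) lay at annotated transcription start sites under DMSO, against 3.51% and 2.98% under random placement. Over 41 lists of other targets, the median share of regions at H3K4me3 was 71.4%, with medians of 80.4% in Ishikawa and 56.0% in T-47D. It was 51.1% with transcription start sites in place of H3K4me3 regions. Over 37 lists, the median share at H3K4me1 was 2.44%, with 23.6% in Ishikawa and 1.19% in T-47D, where the H3K4me1 list was itself shorter (6408 against 28411 regions). Of the H3K4me1 regions under DMSO, 31.6% in Ishikawa and 16.7% in T-47D overlapped H3K4me3. Among the 1000 strongest these shares were 85.8% and 27.7%. A share at H3K4me1 can thus include promoter sequence, more so in Ishikawa. TAF1 lay at H3K4me3 in 93.0% of Ishikawa and 95.3% of T-47D regions under DMSO. JUN in Ishikawa lay there in 60.2% (58.6 to 61.8 as 95% CI) and at H3K4me1 in 45.3%. H3K27me3 regions lay at H3K4me3 regions in 81.5% of cases in Ishikawa and 85.7% in T-47D under DMSO. RNAPII regions did so in 38.7% to 54.6% of cases.

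**Figure D4:**
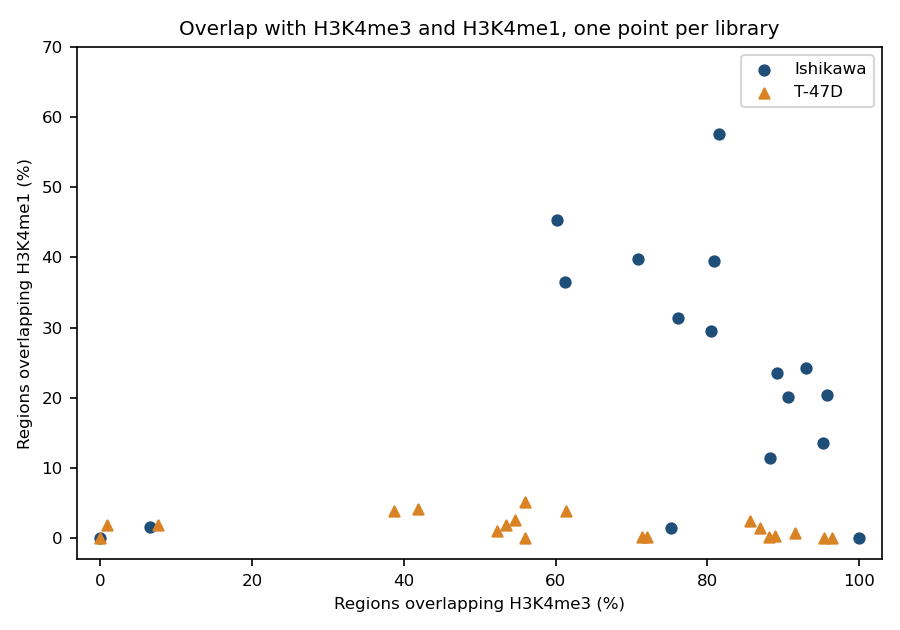
Share of each library's regions that overlap H3K4me3 (x axis, percent) and H3K4me1 (y axis, percent) of DMSO-treated cells of the same line, with circles for Ishikawa and triangles for T-47D. T-47D libraries lie at or below 5.20% on the H3K4me1 axis, and Ishikawa libraries reach 57.6%.

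The co-occupancy of SIN3A, MAX and MYC was examined because the study names MAX as a recruiter of SIN3A, and because MYC binds DNA as a dimer with MAX. In Ishikawa, 91.6% of MAX regions under DMSO overlapped SIN3A regions of stripped media (95% CI 90.6 to 92.5, random placement 0.808%), and 78.7% under E2 overlapped those of full media (76.8 to 80.4, random placement 0.483%). With the SIN3A lists shortened to the length of the MAX lists these shares were 38.7% and 22.7%. In T-47D the shorter list was SIN3A, and 10.7% (4.72 to 19.9) and 21.7% (18.6 to 25.1) of its regions overlapped MAX. MYC and MAX shared 8.54% (5.06 to 13.3) under DMSO and 33.3% (30.9 to 35.8) under E2 in T-47D. In Ishikawa, 2 of 61 MYC regions overlapped MAX under DMSO (3.28%, 0.40 to 11.3) and 0 of 2 under E2 (95% CI 0 to 84.2), too few to show a difference.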

Values the study reported

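The study reported that promoter signal was correlated between the cell types with r = 0.74 for genes with the same response to E2 and r = 0.7 for the other genes. For enhancer signal it reported r = 0.39 and r = 0.3. Its methods state a Macs2 q-value cutoff of 0.05 and an mfold ratio between 15 and 100.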

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

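The tests of library depth within pairs and the separate T-47D values without JUN, without LSD1 and with JUN exchanged were chosen only after the results were seen. The depth test was narrowed to the targets of the pattern, and the T-47D element criterion changed, after their values were seen. The estrogen response element test and the test of peak strength were chosen before theirs.

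Of 10 targets compared in both lines, 8 changed their region number in opposite directions in Ishikawa and T-47D. Each direction rests on a single library per treatment, and the difference between the lines was not tested. The log2 ratio in Ishikawa minus that in T-47D was 7.55 for H3K27me3, 4.56 for RARA, 2.49 for JUN, 0.19 for H3K4me3, −0.52 for TAF1, −3.66 for MAX, −6.53 for MYC and, between media, −3.44 for SIN3A. For H3K4me3 and TAF1 both ratios lay within the ratio between RNAPII replicates, so these signs carry little weight. For JUN and RARA in T-47D and for MAX and SIN3A in Ishikawa the ratio of that line lay within it. In H3K27me3 and MYC both ratios lay beyond it, but each rests on a short list that may hold background (T-47D under E2 and Ishikawa under DMSO). Those 2 lists and T-47D LSD1 under DMSO overlapped one another in a median of 64.3% of the shorter list, as given below. The T-47D JUN ratio changed direction with the measure used (1.05 by covered length). It would be 1.15 if the JUN labels were exchanged, a possibility left open below, and 7 targets would then have moved in opposite directions.

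Library depth was examined as an explanation. For Ishikawa H3K27me3 the estimated tags under E2 were 0.207 times those under DMSO while the regions were 3.18 times as many, which argues against depth for that change. For Ishikawa JUN the tag ratio of 2.08 pointed the same way as the region ratio of 4.86, so depth may account for part of that change. In the other pairs of these targets with estimates the region ratio lay within the ratio between RNAPII replicates, so depth cannot be told apart there. T-47D JUN (tag ratio 0.731, region ratio 0.867), Ishikawa MAX (0.849 and 0.594) and Ishikawa H3K4me3 (1.13 and 1.08) went with depth. Ishikawa SIN3A (4.56, or 2.30 after its ChIP was scaled down to the input, and 0.798) went against it. So did T-47D H3K4me3 (1.11 and 0.945) and Ishikawa TAF1 (1.01 and 0.856). Over the 8 targets of the pattern, 8 of 16 pairs had a tag estimate in both lists and the ratios pointed the same way in 50% of these, which decides nothing for the group, although the first criterion read 50% as against depth. JUN and H3K4me3 alone had estimates in both lines. Depth also cannot be told apart for T-47D H3K27me3, TAF1, MAX, MYC, RARA and SIN3A or for Ishikawa MYC and RARA, where a tag estimate was lacking in at least 1 list. A difference in ChIP enrichment is a candidate explanation for part of the pattern. Regions of the longer list that the shorter list shared had higher fold enrichment than the unshared ones, with a median area under the curve of 0.779 and a value above 0.5 in 18 of 20 pairs. That is what a shorter list holding mainly the strongest sites of the longer one gives. It does not say whether enrichment or treatment made one list shorter, and T-47D LSD1, at 0.102, and T-47D MYC, at 0.470, went the other way.

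An effect of E2 through estrogen receptor sites was tested by the estrogen response element near summits. In Ishikawa, 0.252% of regions found under E2 alone held the element (95% CI 0.208 to 0.303), against 0.0223% of those found under DMSO alone (0.00724 to 0.0520). Regions were pooled over targets in both lines, so the same place can count once per target. In Ishikawa 6848 merged regions were gained in 2 targets and 2374 in 3, so these intervals are too narrow. By target the share was higher under E2 alone in 7 of 8, and H3K27me3 had the reverse order (0.0661% and 0.0811%). The 7 include RARA and JUN, with only 10 and 185 regions under DMSO alone, and H3K4me1, at 0.0446% and 0.0278%. Apart from H3K27me3, this order is what E2 adding receptor sites to the Ishikawa lists would give, although few of the regions held the element. In T-47D the order was the opposite, 0.0837% under E2 alone and 0.208% under DMSO alone, and the first criterion read this as against the same effect there. JUN held 37 of the 55 DMSO elements (0.0349% under E2 alone and 0.456% under DMSO alone), and with the JUN lists exchanged, which is left open below, the shares would be 0.281% and 0.0833%. H3K4me3, H3K4me1, H3K27me3 and MAX had the same order as JUN, and LSD1 and RARA the reverse, mostly on few elements. Without JUN the T-47D shares were 0.116% and 0.0985%, but 8 of the 10 E2 elements were in LSD1, which rose in both lines. Without JUN and LSD1 they were 0.0245% (2 regions) and 0.0986% (18 regions). The intervals overlap in both cases. For these targets together, an effect in T-47D cannot be told apart from none with so few regions and with the JUN labels open. RNAPII is not among these targets, and its T-47D regions gained with E2 held the element in 3.21% of cases, as given below. That search covered whole regions, with a median width of 436 bp, and not windows around summits. Its share therefore cannot be set directly beside the shares above. A difference between the lines in their response to E2 stays open as untested.

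The Ishikawa H3K36me3 list, whose label names no treatment or medium, entered no comparison of treatments or cell lines. It held 114 regions, which drew attention because a mark of transcribed gene bodies usually covers far more. One technical reading is that the regions lie outside gene bodies and are background. Against it, 86.8% of the regions lay in protein-coding genes (95% CI 79.2 to 92.4), with 46.1% under random placement and at most 59.6% in any shift. None of them overlapped an H3K4me3 region. Weak enrichment, or peak calling made for narrow signal, was not tested, and no biological explanation was tested.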

How the results depend on the processing

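All alternatives were fixed before the data were examined except the comparison of RNAPII libraries of different replicate numbers, which was added afterwards. The causes of the changes below were not tested, except where fewer libraries or shorter lists make them.

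For the 18 ratios of E2 to DMSO, 57 of 70 alternative values were within 1.5 times of the reported one and on the same side of 1. Unmerged peaks are left out of this count, since no list held overlapping peaks and they could change no ratio. The Ishikawa MYC ratio could not be formed at a −log10 q or a fold enrichment of at least 10. The T-47D JUN ratio reversed, to 1.08 at a fold enrichment of at least 10 and 1.05 by covered length. A fold enrichment of at least 10 moved the ratio to 5.78 for Ishikawa H3K27me3, 0.915 for Ishikawa MAX, 0.0351 for T-47D H3K4me1, 0.0823 for T-47D H3K27me3, 2.07 for T-47D TAF1, 3.42 for T-47D LSD1 and 25.6 for T-47D MAX. Covered length moved it to 0.0764 for Ishikawa MYC, 0.00409 for T-47D H3K27me3, 20.6 for T-47D LSD1 and 16.1 for T-47D MAX, and the SIN3A media ratio to 0.530 in Ishikawa and 17.7 in T-47D.

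The RNAPII ratio of 1.15 reversed by covered length (0.894, exact permutation p = 1). Leaving out a library moved it between 0.773 (without E2 replicate 1) and 1.64 (without DMSO replicate 1), and without DMSO replicate 2 it was 0.885. With the replicate block, that is with libraries of the same number taken as pairs, it was 1.14 (exact sign-flip p = 0.5, the smallest the 2 pairs allow). The labels do not say that a number marks a shared batch, so the numbers were not taken as pairs in the main test. The values do not argue against a shared batch. Libraries of the same number had the highest Jaccard indices, 0.544 and 0.563. Over the 54596 union regions, deviations of presence from the treatment mean correlated at 0.221 between DMSO replicate 1 and E2 replicate 1. No RNAPII p can pass 0.05 in this design, so these tests say nothing about stability. The Jaccard difference stayed below 0 in 7 of 8 alternatives. It reversed to 0.0191 among pairs of different replicate numbers, since the pairs with the same number, which had the highest indices, lie between treatments.

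The numbers of gained and lost RNAPII regions depended on single libraries. Leaving out a library gave 1562 to 11537 gained and 598 to 10634 lost regions, as a single list then decides one side. A reciprocal overlap of 50% gave 2028 and 307, and lists of equal length gave 200 lost regions.

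The median share between treatments was 55.2% with reciprocal overlap and 65.0% with the longer list shortened. The median between cell lines was 13.7% and 30.2%. H3K4me3 exceeded H3K4me1 between cell lines by 33.0 and 47.9 points. For single comparisons, shortening put 20 of 20 treatment shares and 18 of 20 cell-line shares below their interval, and a −log10 q of at least 10 moved 0 of 19 in either family.

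The median share at H3K4me3 was 64.4% with E2 reference lists, 52.0% by summits, 85.4% for at most 1000 strongest peaks and 51.1% at transcription start sites. At H3K4me1 it was 1.12%, 1.01% and 1.87% under the same alternatives but the last.

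Shortening the longer list lowered the overlap of Ishikawa MAX with SIN3A to 38.7% under DMSO and 22.7% under E2, of Ishikawa MYC with MAX under DMSO to 0%, of T-47D SIN3A with MAX in full media to 12.2%, and of T-47D MYC with MAX under E2 to 29.2%. The last was 30.8% with summits within 100 bp. Depth limits all comparisons of region numbers, and 16 of 45 lists gave no tag estimate.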

Other observations

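The tests of active promoters, of depth between RNAPII replicates, of sequence shared by short lists, and of other promoter lists against RNAPII were chosen only after the results were seen. For active promoters, the JUN motif at promoters, the JUN motif against RNAPII, SIN3A at other factors' promoters, other lists against RNAPII, HOX promoters, depth between RNAPII replicates and the short lists, the criterion was also changed after the values were seen, so both readings are given.

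The smallest −log10 q-value in any list was 4.66. That is stricter than the cutoff quoted from the study above.

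H3K27me3 regions lay mostly at H3K4me3 regions in both Ishikawa lists and in T-47D under DMSO, but in 1 of 107 cases in T-47D under E2. One explanation is signal at active promoters that many antibodies bring down. H3K4me3 regions with H3K27me3 carried TAF1 in 92.4% of cases in Ishikawa under DMSO (65.1% of those without H3K27me3) and in 90.9% under E2 (44.1%), and RNAPII in 83.6% in T-47D under DMSO (35.5%). These values are the opposite of what silent promoters would give. They are consistent with the explanation in Ishikawa under E2 and T-47D under DMSO, where 69.98% and 67.7% of the H3K27me3 regions lay at start sites. In Ishikawa under DMSO 22.3% did, against 58.8% of H3K4me3 regions, and 57.6% overlapped H3K4me1. That goes against start sites as their main place, although the TAF1 share alone, the first criterion, was in favour, so active promoters cannot be told apart there from other H3K4me3 sequence. Polycomb-bound promoters were tested at 39 HOX genes. In T-47D, 5.13% held H3K27me3 (2 of 39, 95% CI 0.627 to 17.3) against 17.4% of all protein-coding promoters. This argues only weakly against Polycomb promoters as the source, since the upper limit lies just below 17.4% and rests on 2 genes. In Ishikawa the HOX shares were 0% under DMSO (all promoters 1.36%) and 7.69% under E2 (19.1%), which under the first criterion also argued against it, but the intervals reach 9.03% and 20.9%, so it cannot be told apart there with 39 genes.

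JUN regions also lay mostly at H3K4me3 regions, and JUN as part of AP-1 binds a known motif. A candidate explanation is that promoter regions in the JUN lists hold few AP-1 sites. In Ishikawa the motif share inside H3K4me3 regions was 6.27 times that of flanking sequence under DMSO and 4.22 times under E2, which argues against it, although it was 6.77 and 8.52 times outside. In T-47D under DMSO the share inside was 1.03 times and outside 1.86 times that of flanking sequence, consistent with the explanation. Under E2 the values were 0.788 and 1.44 times, which go with it if any excess outside counts and against it under the first criterion, which asked for more than 1.5 times. RNAPII summits of T-47D gave 0.797 to 1.17 times inside and 1.52 to 2.18 times outside, so the T-47D pattern is not particular to JUN.

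T-47D JUN resembled RNAPII. Its strongest peaks lay on chromosome 17 over KRT15 from 39674398 to 39685091 under DMSO and over KRT19 from 39677040 to 39685567 under E2, both wide regions. The Jaccard index of JUN with the RNAPII lists ran from 0.258 to 0.516, while those of H3K4me3 and TAF1 reached 0.311 at most. JUN lay above both in each of the 4 RNAPII lists by this index, which also depends on list length. By the share of regions overlapped, TAF1 (94.0% to 99.6%) lay above JUN (42.7% to 89.8%), and H3K4me3 (44.7% to 78.1%) was below JUN in 3 of 4 RNAPII lists. The TAF1 lists were short (4591 and 5645 regions), so their high share cannot decide about a long promoter list. The H3K4me3 lists (30774 and 29081 regions) were about as long as those of JUN (28703 and 24885). By the index, H3K4me3 thus argues against any long promoter list sharing as much with RNAPII as JUN did. By the share the order was the reverse in DMSO replicate 2, so this reading rests on the index and on H3K4me3 alone. The ranges of the index over all lists, the first criterion, overlap, which left the question open. The JUN libraries may hold RNAPII signal in place of JUN signal. RNAPII summits held the AP-1 motif 1.29 to 1.71 times as often as flanking sequence. T-47D JUN summits held it 1.43 times as often under DMSO, within that range, and 1.06 times under E2, below all 4 RNAPII lists, against 6.48 and 6.12 times in Ishikawa. The DMSO value is consistent with RNAPII signal. The E2 value is far from Ishikawa JUN too, but whether that list holds RNAPII signal cannot be told apart from another lack of JUN signal. The first criterion, which asked for the level of flanking sequence, favoured RNAPII signal under E2 and left DMSO open. A biological link between JUN and RNAPII, or a different sample behind the label, was not tested.

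The T-47D JUN regions found under DMSO alone held the estrogen response element more often (0.456%) than those under E2 alone (0.0349%). Exchanged JUN lists could give this. RNAPII regions gained with E2 overlapped the JUN list labelled DMSO in 26.9% of cases and the one labelled E2 in 13.6%, as an exchange predicts. Lost regions overlapped them in 20.9% (95% CI 13.9 to 29.4) and 6.09% (2.48 to 12.1), which goes against an exchange, since that predicts the reverse order. At GREB1, where RNAPII had more regions under E2, JUN had 75 under DMSO and 39 under E2, which goes with one. The list labelled DMSO overlapped both sets more often, and these values answer in opposite ways, so exchanged and correct labels cannot be told apart here. The labels stay as given.

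RNAPII regions gained with E2 lay away from H3K4me3 more often than lost regions did. The hypothesis that E2 brings RNAPII to estrogen receptor sites was tested by the element, searched here over whole regions. It was present in 3.21% of gained regions (30 of 934, 95% CI 2.18 to 4.55), 0% of 115 lost regions (95% CI 0 to 3.16), 0.161% of flanking sequence and 0.122% of the regions that only the replicate 1 libraries shared. This is consistent with the hypothesis for a small share of gained regions, and the comparison with lost regions is limited by their number. Receptor binding itself was not measured here.

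RNAPII lists of replicate 1 were longer than those of replicate 2 in both treatments. The estimated tags were 1.11 times as many in replicate 1 under DMSO and 2.37 times under E2. Both replicate 1 libraries had been scaled down to an input of 22.5 Mtags, so the pileups behind the calls differed less, by 1.06 times under DMSO and 1.07 times under E2. The first criterion used the unscaled tags and favoured depth under E2. How far such ratios change the number of regions, and the error of the estimate on these lists, were not measured, so depth cannot be told apart from other differences between the replicates. No biological explanation was tested.

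Ishikawa MAX regions at promoters overlapped SIN3A in 96.2% of cases. SIN3A may mark most active promoters, whatever factor sits there. Promoter regions of TAF1 (85.9%), JUN (76.2%) and LSD1 (81.9%) overlapped it less often and those of RARA in 100% (95% CI 96.5 to 100), a median of 83.9%, while 63.9% of all H3K4me3 regions overlapped it. Most of the 4 lay below MAX, which the changed criterion read as against the explanation as the whole cause. Under the first criterion, which asked for all 4, it stayed open. The lists were not matched, however. Those of TAF1 and LSD1 were longer than that of MAX, and that of RARA was far shorter. Promoter here meant any overlap with H3K4me3, and JUN and LSD1 regions lay at start sites less often than MAX regions. Such differences could also give this order, and lists of equal length were not compared, so the explanation stays open.

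A group of 4 short lists of different antibodies, Ishikawa MYC (DMSO) and T-47D H3K27me3 (E2), LSD1 (DMSO) and SIN3A (stripped media), held very narrow peaks. The 3 pairs without SIN3A overlapped in a median of 64.3% of the shorter list, from 55.7% to 66.7%, and the 3 pairs with SIN3A in 14.8%, from 10.7% to 19.05%, with at most 11.9% and 9.52% in any random placement. Of 208 regions in their union, 5 were in all 4 lists, 2 of them on the mitochondrial genome and others on chromosome 1 from 121484429 to 121485082 and chromosome 10 from 42385100 to 42385266. For MYC, H3K27me3 and LSD1, whose lists lay at H3K4me3 in 6.56% of cases at most, this is consistent with sequence that gives signal in any library, such as repeats whose copies are collapsed in the reference. With the same antibody in the other line, MYC overlapped in 50.8% of cases (random placement 9.30%), LSD1 in 38.1% and H3K27me3 in 6.54%. With the other treatment, LSD1 overlapped in 35.7% and H3K27me3 in 4.67%. Some occupancy is thus not excluded in the MYC and LSD1 lists, although shared background could give such overlap too. Ratios that rest on these 3 lists may compare such background with occupancy. The SIN3A list overlapped SIN3A of Ishikawa in 88.0% of cases, SIN3A of full media in 74.7% and H3K4me3 in 56.0%, which argues against such sequence as its main content, although all 6 pairs together, the first criterion, favoured it. A shared biological target of the 4 antibodies was not tested.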
